A study of Mus musculus with 10 samples. Its data were reported in "A method for stabilising the XX karyotype in female mESC cultures" (2022).

How the data were processed

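RNA-seq was performed on male mouse embryonic stem cells (mESCs) of the C57BL/6 strain. The study derived 2 independent lines under its own culture method, split each at passage 0 (p0), and kept both parts for 10 and 20 passages (p10 and p20) in 2i medium, a defined medium that holds mESCs in the naive state. Keniry2022 is the study's modified method, with cells in suspension and passaged every day. Mulas2019 is the reference method, with cells attached to gelatin and passaged less often, so that p20 under Keniry2022 and p10 under Mulas2019 are matched in days of culture. The labels call the methods New or Off (Keniry2022) and Old or On (Mulas2019), and this reading of the labels follows the description of the methods in the study. There were 10 libraries in 5 groups, with 2 libraries, 1 per line, in each group.

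The authors deposited 1 table with 25965 features and a log2 value per feature and library. Per the study, single-end reads were trimmed, aligned to the mm10 mouse genome with HISAT2 and quantified with the RNA-seq pipeline of SeqMonk. The submitters' processing notes name TopHat2 2.0.12 and bcl2fastq instead of HISAT2, and which aligner made the table is not settled here. The annotation release, the handling of reads with several alignments and the strand setting are not given in the sources used here. The deposited table is named as log CPM and the study describes RPM. The values themselves are log2 RPKM, because features with 0 reads sit at values set by their length. In the deposited log2 RPKM values, the authors' software had entered 0 reads as 0.9 reads, and 6624 features had 0 reads in all 10 libraries. From these floors the total of each library and the exon length of 10303 features were worked out. The lengths of the other 15662 features came from a search for a length at which the values of all libraries are whole reads. Whole reads in these features are therefore no check of the recovery. The search took the shortest such length, so longer ones may satisfy it too. For 1622 of these features GENCODE gives a far longer exon length, so their recovered reads may be too few. With these lengths, 100% of the values were whole reads within 0.1 reads (99.98% within 0.02 reads), and 15613 features had a length within 5% of the exon length in GENCODE. No column of values was left unused.

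Totals worked out in this way lay between 24053996 and 30236823 reads per library, and 86.0% to 88.8% of them were in features. Reads are not independent molecules, so intervals on read counts cover counting error only. Features were annotated by name and coordinates with GENCODE vM21, which uses the same build (GRCm38, mm10), and 24845 features matched. The feature name was used as the identity of a feature, since in 4472 features the gene identifier of the table belonged to an overlapping gene. There were 66 duplicated names. The span of 7479 features overlaps that of another feature, and whether their exons overlap was not examined. Reads of such features may therefore not be assigned with confidence. Those of antisense pairs and of families with pseudogenes, ribosomal protein genes among them, cannot be. All 13 mitochondrially encoded features had 0 reads in every library, so these transcripts were not analysed here.

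Tests were run on the deposited log2 values in R 4.3.3 with limma 3.58.1, using the moderated test with an intensity trend (eBayes), two-sided, with Benjamini-Hochberg adjustment over all features tested and a threshold of 0.05. A feature was tested when its log2 value was above 0 in at least 50% of the libraries in the fit. No pseudocount was added beyond the floor of the table, and differences of low features are understated by that floor. For the comparison of the methods, p10 and p20 were pooled as in the study, with 4 libraries per method and no block. These 4 libraries are 2 lines at 2 passages each, so they are not independent derivations. The other comparisons used 1 model of all 10 libraries with the 5 groups as terms. The authors used edgeR for normalisation and voom for the fit, and the limma trend method took their place because the deposited values are log2 values. On simulated data, the pooled fit of 11858 features recovered 89% of 100 features changed by a log2 of 0.5 and 100% of those changed by 1, and called 11 unchanged features. The model of 5 groups (11855 features) recovered 74% and 98% at p10 and called 10 unchanged features. The simulated spread was taken from the p10 and p20 groups, so it lacks the wide spread of the real p0 pair. Recovery by the model of 5 groups in the real data may therefore be lower.

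Gene sets were tested with camera at a preset correlation of 0.01, for lists with at least 5 tested members. One group of lists follows gene sets that the study's own set test named and the other was written for the closing section, both before the data were examined. The lists of mitochondrially encoded mRNAs and of 2-cell-like state genes had too few tested members. Similarity to p0 was the Pearson correlation across features with the mean p0 profile, compared by an exact permutation test. For each chromosome, the median log2 difference from the p0 library of the same number was centred on the median over the autosomes and compared by an exact permutation test. Multidimensional scaling used the 500 leading features.

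The genes named in the text follow a rule fixed before the data were examined. For the pooled comparison these are the 5 largest called differences in each direction, with no overlap between the libraries of the methods and a mean log2 value of at least 3. For each comparison of p20 with p0 they are the 3 largest called differences in each direction with a mean log2 value of at least 3, and for the interaction the 3 smallest p-values among called genes. Genes of the lists that check the labels (Y-linked genes, Xist, core pluripotency genes) and up to 3 members of each set discussed, by the smallest p, complete the rule. Of these, 1 gene is not reported here.

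Libraries with the same number come from the same line according to the study, so the numbers were taken to pair the libraries. The check of this pairing took the autosomal and X-linked deviations of each library from its group mean. For the 6 pairs of groups without the p20 Keniry2022 group, their correlation across features between libraries of the same number lay between -0.01 and 0.32. For the 4 pairs with that group it lay between -0.39 and 0.07. Y-linked reads also go against the number in that group, and its libraries are therefore called the library labelled replicate 1 and the library labelled replicate 2. With the replicate block as a fixed term, 5749 features were called in the pooled comparison.

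Alternatives planned before the data were examined were other filters, a pseudocount, other scalings, variance models, library weights, the replicate block, voom on the recovered reads, other set tests, other references for p0, and leaving out each library in turn. Added after the data were seen were the block with the numbers of the p20 Keniry2022 group exchanged, a correction for exon length and GC content by splines with 5 degrees of freedom, a set test of the interaction and an exact permutation test of set means. Figures were drawn with matplotlib 3.10.9.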

Results

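Expression was measured by RNA-seq in 10 libraries of male mESCs from 2 lines: the cells at the start of the culture experiment (p0), and cells after 10 and 20 passages under Keniry2022 or Mulas2019 conditions, with 2 libraries per group. Library totals ranged from 24053996 reads in p0 replicate 1 to 30236823 in p10 Mulas2019 replicate 2. The p0 libraries held 24053996 and 27030259 reads, the p10 Keniry2022 libraries 28314565 and 28868420, and the p20 Keniry2022 libraries 28030995 and 29474721. The p10 Mulas2019 libraries held 24240642 and 30236823, and the p20 Mulas2019 libraries 27692208 and 27447097. Between 17115 and 17659 features had at least 1 read in a library. The 10 most abundant features took 3.42% to 3.71% of the reads in features.

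Y-linked genes were examined first as a check of the labels. The summed reads of Ddx3y, Eif2s3y, Kdm5d and Uty split the libraries into those with 4578 or more reads and those with 132 or fewer. At p0, replicate 1 had 132 such reads and replicate 2 had 8140. At p10 under Keniry2022 the counts were 94 and 7929. Under Mulas2019 they were 43 and 5930 at p10, and 13 and 4578 at p20. In the p20 Keniry2022 group the order was the opposite, with 6659 reads in the library labelled replicate 1 and 48 in the library labelled replicate 2. Statements that rest on the replicate numbers of this group carry this limit. In CPM of the reads in features, the libraries with high counts ranged from 194 in p20 Mulas2019 replicate 2 to 342 in p0 replicate 2. Xist had between 52 and 214 reads per library and did not pass the filter on low values.

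**Figure D1:**
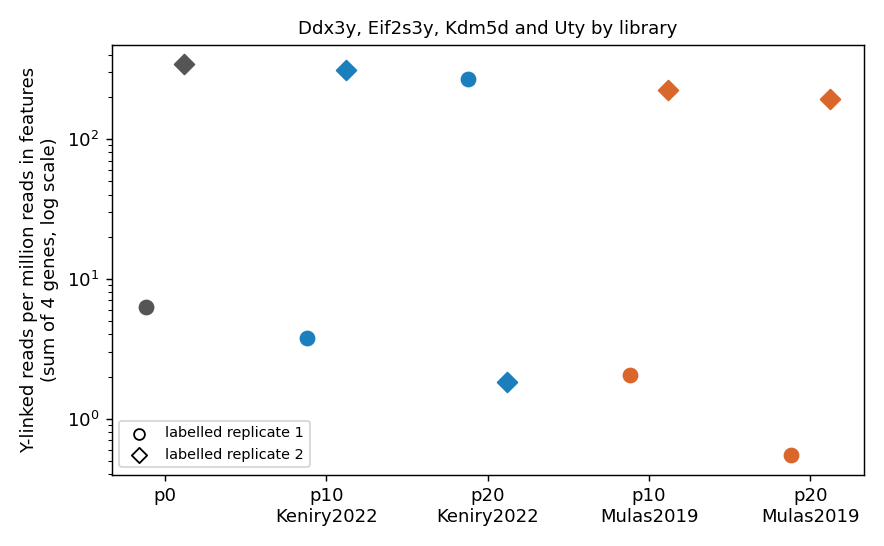
Reads of Ddx3y, Eif2s3y, Kdm5d and Uty, summed and given in CPM of the reads in features, for each library on a log axis (circles, labelled replicate 1; diamonds, labelled replicate 2; grey, p0; blue, Keniry2022; orange, Mulas2019). The library labelled replicate 2 is the higher one in 4 of the 5 groups, and the library labelled replicate 1 is the higher one at p20 under Keniry2022, with 267 against 1.84.

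To ask which culture method kept the cells closer to the freshly derived cells, each p10 and p20 library was correlated with the mean p0 profile across 11561 features. Features are not independent replicates, and the test was made on the 4 values per method. Mean r was 0.977 ± 0.0026 (SD, n = 4) under Keniry2022 and 0.961 ± 0.0028 (SD, n = 4) under Mulas2019. The difference of 0.0161 gave p = 0.0286 in a two-sided exact permutation test, the smallest p that the 70 splits allow. All 4 Keniry2022 libraries lay above all 4 Mulas2019 libraries. Each library was compared with the p0 library of its own number as the alternative that moved the test most, which gave a difference of 0.0141 and an exact p of 0.486. That test mixes 2 references, since the p0 libraries differed from each other: their r was 0.956, and the SD of their log2 difference was 0.611, against 0.230 to 0.265 in the other 4 groups. Against p0 replicate 1 alone the methods differed by 0.0204 and against p0 replicate 2 alone by 0.0111, each with an exact p of 0.0286. The lines had been derived under Keniry2022 conditions before p0, so the p0 reference and the Keniry2022 libraries share a culture method.

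Multidimensional scaling placed p0 replicate 1 at 1.61 on the first dimension (38.7% of the variance) and the other 9 libraries between -0.55 and 0.12. The 4 Mulas2019 libraries lay between -0.55 and -0.35 on this dimension, and the 4 Keniry2022 libraries between -0.06 and 0.12. On the second dimension (26.9%) the libraries with few Y-linked reads lay above those with many within each method. Y-linked genes were not removed before the scaling, so they may themselves give this order.

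**Figure D2:**
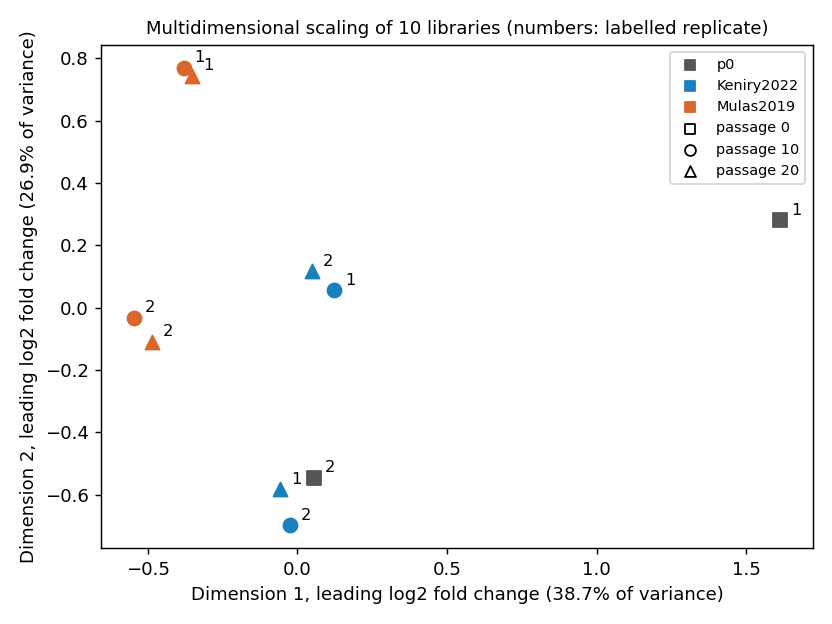
Multidimensional scaling of the 10 libraries from the 500 leading features, in leading log2 fold change, with numbers for the labelled replicate (squares, p0; circles, p10; triangles, p20). p0 replicate 1 stands apart at 1.61 on the first dimension, and the 4 Mulas2019 libraries (orange) lie to the left of the 4 Keniry2022 libraries (blue).

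The main comparison asked which genes differ between the methods with both passages pooled. Of 11654 features tested, limma called 6000 (51.5%), with 3024 higher and 2976 lower under Keniry2022. The median absolute log2 difference among called features was 0.298, and 177 called features differed by a log2 of at least 1, 59 of them higher and 118 lower under Keniry2022. At an unadjusted p below 0.05 there were 6722 features. Among the alternatives without a fold threshold, the one that moved this count most, the same contrast in the model of all 10 libraries and 5 groups, called 2225 features, 2191 of them among the 6000. That model takes its spread from the p0 pair too. Calls ranged from 4663 to 6867 under the rest of these alternatives. Another filter moved the share of higher calls, from 50.4% to 59.3% among features with a log2 value above 2 and to 44.6% without a filter. A correction for exon length and GC content moved it to 58.4% of 5352 calls.

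Among called features with a mean log2 value of at least 3 and no overlap between the methods, Trh (chromosome 6, 92242061-92244650, mm10) had the largest increase under Keniry2022. Its log2 RPKM was 5.84 ± 0.289 (SD, n = 4) under Keniry2022 and 3.69 ± 0.799 under Mulas2019, a difference of 2.16 (SE 0.328, adjusted p 0.000515). At p0 it was 5.22 and 4.99. Zfp459 (chromosome 13, 67405712-67421418) was at 4.57 ± 0.125 and 3.32 ± 0.158, a difference of 1.25 (adjusted p 2.45e-05). Cbr3 (chromosome 16) differed by 1.21, Gm10664 (chromosome 8) by 1.18 and Gm694 (chromosome 4) by 1.13, with adjusted p from 0.000121 to 0.000616. The span of Gm10664 overlaps that of another feature, so its reads may not be assigned with confidence.

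Among such features lower under Keniry2022, Gm20417 and Malat1 (chromosome 19, 5795690-5802671) differed by -1.79 and -1.62. Gm20417 lies within Malat1 on the opposite strand, and without a stated strand setting their reads cannot be told apart. Malat1 was at 3.03 ± 0.237 (SD, n = 4) under Keniry2022, 4.64 ± 0.658 under Mulas2019, and 3.63 and 3.15 at p0. Stra8 (chromosome 6, 34920163-34939342) was at 5.27 ± 0.201 and 6.86 ± 0.267, a difference of -1.59 (SE 0.131, adjusted p 3.82e-05), with 5.30 and 5.10 at p0. Ndufa4l2 (chromosome 10) differed by -1.45 and Gm514 (chromosome 9) by -1.36, with adjusted p of 0.000231 and 0.000133. Ndufa4l2 overlaps another feature. In each of these 10 features, all 4 libraries of one method lay above all 4 of the other, and the call and direction held under every alternative run.

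**Figure D3:**
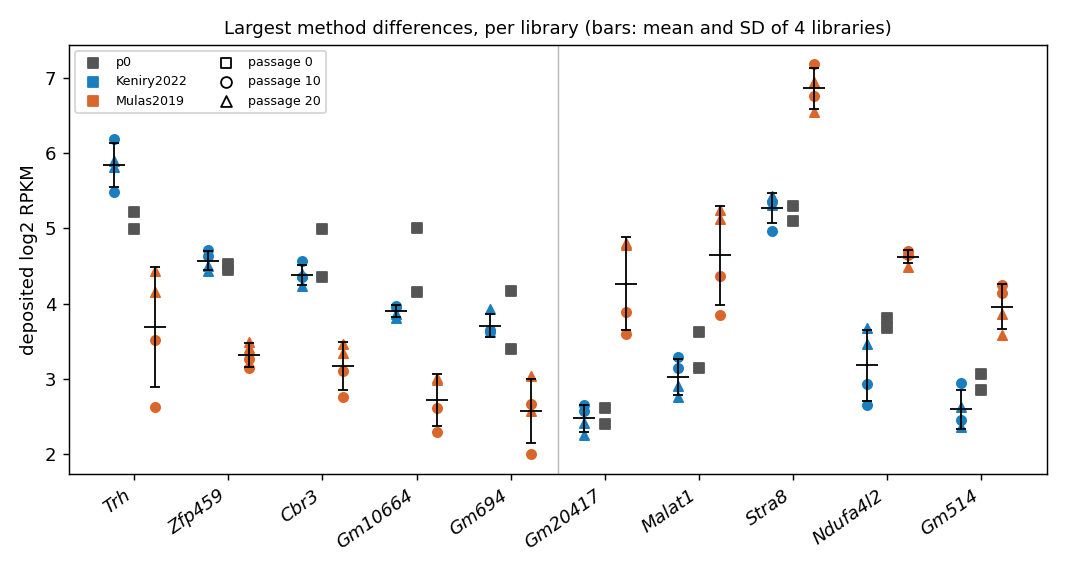
Deposited log2 RPKM of the 10 features with the largest called differences among those with a mean log2 value of at least 3 and no overlap between the methods, 5 higher under Keniry2022 (left) and 5 lower (right), for each library (blue, Keniry2022; grey, p0; orange, Mulas2019; circles, p10; triangles, p20), with the mean and SD of the 4 libraries of each method.

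Core pluripotency genes were compared by the same fit. Pou5f1 was at 8.74 ± 0.104 (SD, n = 4) under Keniry2022 and 8.34 ± 0.034 under Mulas2019, a difference of 0.40 (adjusted p 0.000192), against 9.23 and 8.71 at p0. Zfp42 was higher under Keniry2022 by 0.30 (adjusted p 0.000188) and Nanog by 0.18 (adjusted p 0.0162), whereas Klf4 was lower, at -0.40 (adjusted p 0.00365). The Nanog call was lost under quantile normalisation (0.03), in the model of 5 groups (0.18, unchanged in size) and under the correction for length and GC (0.09). Sox2 differed by -0.11 (adjusted p 0.0672) and was called under 6 of 24 alternatives: quantile normalisation (-0.25), library quality weights (-0.14), passage as a term (-0.11), the correction for length and GC (-0.13), without the p20 Keniry2022 library labelled replicate 1 (-0.15) and without p10 Mulas2019 replicate 1 (-0.14). Esrrb did not differ by the test (0.02, adjusted p 0.501). Its direction was reversed under quantile normalisation (-0.10), and under the correction for length and GC it was called as higher (0.21).

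To ask whether the method difference held at each passage, the groups were compared in the model of all 10 libraries, with 11561 features tested. At p10, 986 features were called, 435 higher and 551 lower under Keniry2022. At p20, 249 were called, 71 higher and 178 lower. With Keniry2022 p20 set against Mulas2019 p10, which are matched in days of culture, 743 were called, 328 higher and 415 lower. The log2 differences at p10 and p20 had r = 0.778 across features, and 194 features were called at both passages. The test of the difference between passages (method by passage interaction) called 0 features with limma, 0 with voom and 405 at an unadjusted p below 0.05. No gene was therefore named for it. With library quality weights it called 72.

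These counts depended on single libraries, mainly through the spread of the p0 pair, which enters the shared estimate. Without p0 replicate 1, the 3 comparisons at p10, at p20 and matched in days called 5514, 4166 and 4955 features. Without p0 replicate 2 they called 5524, 4171 and 4954. Leaving out any single one of the other 8 libraries left between 0 and 432 features at p10, between 1 and 28 at p20, and between 0 and 221 in the comparison matched in days. With the replicate block, the count at p20 was 145. The share of higher calls was not stable either. At p20 it was 28.5%, against 50.8% with library quality weights, 51.5% without p0 replicate 1 and 51.6% without p0 replicate 2. It was 44.1% both at p10 and matched in days, and 55.1% and 57.2% under the stricter filter. With weights it was 51.9% and 53%, without p0 replicate 1 52% and 52.9%, and without p0 replicate 2 52.2% and 53.1%.

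Each group was then compared with p0, to ask how far the cells moved from the start. Under Keniry2022, 23 features were called at p10 (5 higher, 18 lower) and 23 at p20 (6 higher, 17 lower), with 2860 and 3237 at an unadjusted p below 0.05. Under Mulas2019, 3816 were called at p10 (1812 higher, 2004 lower) and 3386 at p20 (1695 higher, 1691 lower). Because p0 replicate 1 stood apart, these counts followed the p0 libraries. Without p0 replicate 1, the Keniry2022 counts were 602 and 530 and the Mulas2019 counts 4655 and 4318. Without p0 replicate 2, the Keniry2022 counts were 7395 and 7641 and the Mulas2019 counts 8250 and 8175. Leaving out any single one of the other 8 libraries gave 0 calls for each Keniry2022 comparison, 11 to 1996 for Mulas2019 at p10 and 1 to 1515 at p20. The replicate block left 0 and 1 calls for Keniry2022 at p10 and p20. Median centring changed the share of higher calls for Keniry2022 at p20 from 26.1% to 15%, and for Mulas2019 from 47.5% to 42.9% at p10 and from 50.1% to 40.2% at p20. Under the stricter filter the Mulas2019 shares were 41.7% and 41.5%. For Keniry2022 at p10 and p20, the skew toward lower calls was weaker when either p0 library was left out.

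For Keniry2022 at p20 against p0, Mest (0.97), Plagl1 (0.92) and Mep1b (0.92) were the largest called increases with a mean log2 value of at least 3, and S100a1 (-1.50), S100a13 (-1.41) and Tagln2 (-0.77) the largest decreases. Their adjusted p lay between 0.0488 and 0.0496, and each call was lost under at least 14 of 21 alternatives, including leaving out any single p10 or p20 library. For Mulas2019 at p20 against p0, Gm20417 (2.29), Malat1 (1.79) and Lrp1 (1.68) were the largest increases under the same limit, and Gm20509 (-1.82), 2410004A20Rik (-1.71) and Hesx1 (-1.62) the largest decreases, with adjusted p from 0.00118 to 0.0345. Gm20509 and 2410004A20Rik overlap on chromosome 9. The spans of Mest, Mep1b and Lrp1 each overlap that of another feature, so their reads may not be assigned with confidence. Lrp1 was at 1.37 in p0 replicate 1 and 3.13 in p0 replicate 2, and its call was lost under 10 of 21 alternatives. Hesx1 was at 5.16 and 4.04 in the same libraries. Without p0 replicate 1 the changes were 0.80 for Lrp1 and -1.06 for Hesx1, so the size of both depends on that library.

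Within a method, p20 was compared with p10 to look for drift with passage. Neither method had a call with limma, with 289 features at an unadjusted p below 0.05 for Keniry2022 and 772 for Mulas2019. By voom on the recovered reads the counts were 0 and 1. Without p0 replicate 1 there were 3 and 281 calls, and without p0 replicate 2 there were 3 and 287.

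Gene sets were compared between the methods because the study discussed ribosomal and mitochondrial genes. Camera called 12 of 18 sets, 8 higher and 4 lower under Keniry2022. Among the 35 splits of the 8 libraries into 4 and 4, 8 called at least 12 sets, the real one included, and the highest other split called 15. The other 7 all keep 3 libraries of a method together, and the 18 splits that mix the methods evenly called 0 to 9 sets. A two-sided exact permutation test of set means called 14 of 18 sets, each at an adjusted p of 0.0367. With an estimated correlation between genes, 0 of 18 sets were called, and with fry, which asks whether the genes of a set move one way and does not compare them with other genes, 15 were called.

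All 7 sets that follow the study were higher under Keniry2022. The median log2 difference was 0.26 for mitochondrial ribosomal proteins (75 genes, adjusted p 3.42e-13), 0.19 for nuclear-encoded genes of oxidative phosphorylation (80 genes, 3.57e-10) and 0.27 for proteasome subunits (44 genes, 1.21e-11). It was 0.21 for ribosome biogenesis factors (82 genes, 1.21e-11), 0.19 for subunits of RNA polymerase I and III (15 genes, 0.0102) and 0.15 for tri-snRNP spliceosome proteins (30 genes, 0.000193). For cytosolic ribosomal proteins it was 0.16 (82 genes, 3.88e-05), and the call ended under quantile normalisation (0.06, adjusted p 0.0762) and under the correction for exon length and GC (0.13, adjusted p 0.0629). The spliceosome call ended under quantile normalisation too (0.07, adjusted p 0.0691). Across the alternatives of the cytosolic set the adjusted p ranged from 1.62e-07 to 0.287, and across those of the spliceosome set from 1.33e-06 to 0.0918. Of the 75 mitochondrial ribosomal proteins, 56 were called over all features and 58 when adjusted over the list alone, all higher. Of the 82 cytosolic ribosomal proteins, 44 were called as higher and 8 as lower over all features, and 46 and 8 when adjusted over the list alone. For oxidative phosphorylation 57 of 80 were called by either adjustment, all higher. The study's own set test named such gene sets on the same libraries. The direction and adjusted p of these 7 sets, and the counts over the lists alone, are therefore not independent evidence.

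The members with the smallest p were Rpl7l1 (0.44), Rpl39l (0.87) and Rps26 (0.27) among cytosolic ribosomal proteins. Rpl7l1 and Rpl39l are paralogues of ribosomal protein genes that the name pattern of the list takes in. Mrpl18 (0.42), Mrpl11 (0.43) and Mrpl46 (0.43) led the mitochondrial ribosomal proteins, and Atp5g3 (0.35), Ndufb9 (0.34) and Sdhd (0.30) the oxidative phosphorylation genes. Psmd6 (0.36), Psmc3 (0.38) and Psme4 (0.34) led the proteasome subunits, Nhp2 (0.59), Wdr75 (0.39) and Utp14a (0.48) the ribosome biogenesis factors, Polr1c (0.38), Polr1e (0.30) and Polr3g (0.37) the polymerase subunits, and Nhp2l1 (0.38), Prpf31 (0.37) and Lsm6 (0.46) the spliceosome proteins. Adjusted p of these genes lay between 1.9e-05 and 0.000557.

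Of the 11 other sets, 5 were called. Targets of ATF4 and the integrated stress response were lower under Keniry2022, with a median of -0.51 (29 genes, adjusted p 1.04e-10) and 27 of 29 genes called as lower. Genes of hypoxia and glycolysis had a median of -0.48 (33 genes, 1.53e-08), cholesterol biosynthesis -0.24 (24 genes, 0.000155) and basement membrane and integrins -0.31 (22 genes, 0.00108). The last of these was not called after the correction for length and GC (-0.08, adjusted p 0.0669). Naive pluripotency genes were higher, at 0.10 (18 genes, 0.0229). That call ended under the stricter filter and under the correction for length and GC (0.10, adjusted p 0.0629), where the median did not shrink, and under quantile normalisation the median was -0.01. The ATF4 set was led by Atf5 (-1.05), Vldlr (-1.54) and Ddit4 (-1.11), the hypoxia set by Vegfa (-1.18), P4ha2 (-1.49) and Pfkp (-0.51), the cholesterol set by Dhcr7 (-0.62) and Tm7sf2 (-0.51), the basement membrane set by P4ha2, Fn1 (-0.50) and Col4a1 (-0.69), and the naive set by Tdh (0.86), Nr0b1 (0.86) and Fbxo15 (0.56).

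Not called were formative and primed pluripotency (median 0.24, adjusted p 0.176), p53 targets (-0.08, 0.394), YAP and SRF targets (-0.10, 0.109), ERK pathway feedback targets (0.14, 0.565), WNT pathway targets (-0.09, 0.748) and imprinted genes (-0.13, 0.159). The direction of the ERK and WNT sets changed between alternatives.

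**Figure D4:**
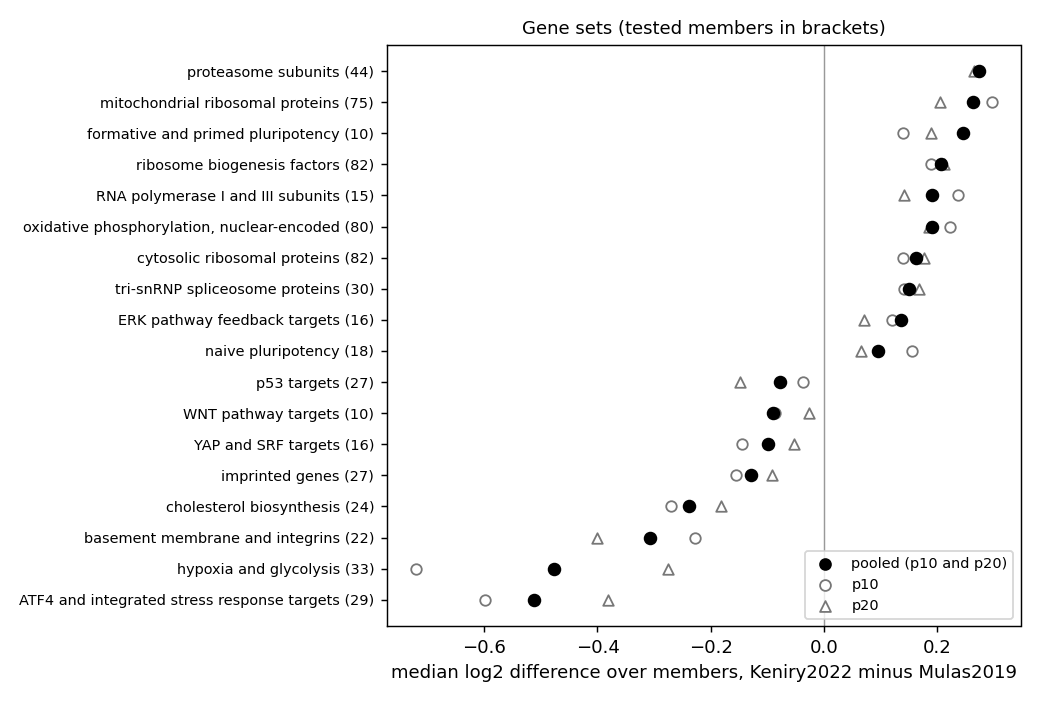
Median log2 difference, Keniry2022 minus Mulas2019, over the tested members of each of 18 gene sets (numbers of members in brackets), for both passages pooled (filled circles), p10 (open circles) and p20 (triangles). The pooled medians run from -0.51 for ATF4 and integrated stress response targets to 0.27 for proteasome subunits.

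Expression by chromosome was compared because the study examined the chromosome content of these lines by DNA sequencing. For each of 20 chromosomes the median shift from the p0 library of the same number was compared between the methods. None was called after adjustment (lowest adjusted p 0.286). Chromosomes 13 and 16 reached the smallest exact p that the design allows, 0.0286, with differences of 0.08 and 0.07 in log2, and lower values in all 4 Mulas2019 libraries. A call was practically out of reach, since 12 of the 20 chromosomes would have to reach that p for any to pass the adjustment. The test also mixes the p0 references, as in the similarity test. On chromosome 18 the Keniry2022 shifts were 0.14 and 0.157 in replicate 1, and -0.017 and -0.018 in replicate 2, by label. Against the mean of both p0 libraries the lowest adjusted p of the permutation test was 0.0952. With the numbers of the p20 Keniry2022 group exchanged it was 0.1905, and chromosome 11 also reached 0.0286. No chromosome was called in either. Chromosome 3 had shifts of 0.22 in the p20 Keniry2022 library labelled replicate 1 and 0.21 in p20 Mulas2019 replicate 2, and between -0.02 and 0.08 in the other 6 libraries.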

Values the study reported

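The study reported 5526 genes as differentially expressed between the 2 methods. It gave a doubling time of 21.8 h for male mESCs under Keniry2022 and 24.5 h under Mulas2019. By DNA sequencing in bins of 1 Mb, it described about 57% of the genome as differentially represented at p10 under Mulas2019 and about 5.5% at p20. Under Keniry2022 it found no bin that was differentially represented.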

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

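Of the tests in this part, the set test of the interaction, both tests of the chromosome 3 shift and the correction for exon length and GC were chosen only after the results were seen, while the search for outlying libraries and its groups were fixed by rule. A library was picked out when its gap to the nearest of the 4 libraries of its method took up most of their range (Dixon's test at the 95% level). Among 122 groups of 4 values that were checked, 6 had such a library, and 6.1 would be expected by chance, since chance gives about 1 in 20 groups, so the list as a whole is no larger than chance gives.

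The first 5 of these values differ little from the others of their group. Gm694 was at 3.93 in the p20 Keniry2022 library labelled replicate 2, against 3.62 to 3.65 in the other Keniry2022 libraries. Esrrb was at 6.528 in p10 Mulas2019 replicate 2, against 6.487 to 6.493. The number of features above a log2 value of 0 was 11430, rounded to 4 digits, in the p20 Keniry2022 library labelled replicate 2, against 11410 in the others. The chromosome 4 shift was -0.041 in p20 Mulas2019 replicate 1, against -0.008 to -0.002. The mean log2 value of ERK pathway feedback targets was 2.68 in the p20 Keniry2022 library labelled replicate 1, against 2.79 to 2.80. No technical or biological explanation was tested for these 5 values.

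The chromosome 3 shift was 0.222 in the p20 Keniry2022 library labelled replicate 1, against 0.011 to 0.042 in the other Keniry2022 libraries. Among the Mulas2019 libraries, p20 replicate 2 had a shift of 0.206. Both are p20 libraries with high Y-linked reads, and both were set against p0 replicate 2, which has such reads too. Their shifts were then 0.174 and 0.206 over 527 features. After the correction for exon length and GC they were 0.177 and 0.236, which argues against that bias as the cause. In segments of 20 Mb the median shift in the p20 Keniry2022 library ran from 0.114 to 0.228. In p20 Mulas2019 replicate 2 it was -0.047 at 0 to 20 Mb, where 46.2% of 26 features were above 0 (95% exact binomial interval 26.6% to 66.6%), and 0.118 to 0.268 in the other segments. The intervals also include 50% at 20 to 40 Mb (38.5% to 67.1%) and 140 to 160 Mb (37.9% to 68.3%) in that library, and at 0 to 20 Mb (44.3% to 82.8%) in the p20 Keniry2022 library. Whether the shift spans the whole chromosome thus stays open in both libraries. A gain of chromosome 3 in part of the cells of one line may be a candidate explanation, with the shift after correction of 0.177 or more as the evidence for it in these libraries. The DNA sequencing of the same lines was not analysed here, and the study described no major abnormality of whole chromosomes from it. That does not favour this candidate, but a gain in part of the cells may be too small for such a description to exclude. Both culture methods contain such a library, so the pattern was not tied to a method.

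The method difference of 3 gene sets differed between the passages in a set test of the interaction with the preset correlation. Hypoxia and glycolysis genes had a median log2 difference of -0.72 at p10 and -0.28 at p20, a median change of 0.423 over the genes (adjusted p 1.02e-22). ATF4 and integrated stress response targets had -0.60 and -0.38, a change of 0.175 (adjusted p 1.19e-06). For p53 targets the values were -0.04 and -0.15, a change of -0.107 (adjusted p 0.0098). With an estimated correlation between genes, 0 of 18 sets were called (adjusted p 0.247, 0.471 and 0.469 for these 3 sets), so the calls rest on the preset correlation. Each group holds 2 libraries, and cell density or time since the last passage at harvest were not tested as explanations. The passage number itself stays open as a biological explanation.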

How the results depend on the processing

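The crossed block, the correction for length and GC and the exact permutation of set means were chosen only after the results were seen, and all other alternatives in this part were planned. Where an arm keeps 1 library, that library is assumed to vary like the other groups.

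The pooled comparison called between 4663 and 6867 features under its other alternatives, and 5049 to 5659 when 1 library was left out. It called 2225 in the model of 5 groups, which takes its spread from the p0 pair too, and 177 when an absolute log2 difference of 1 was also required. The 10 features named for it kept their direction and call under every alternative run.

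The comparisons in the model of 5 groups were less stable, in the order Keniry2022 against Mulas2019 at p10, at p20 and matched in days. The stricter filter gave 608, 95 and 353 calls, and library quality weights 5880, 4079 and 4623. The block changed the count at p20 to 145. Leaving out 1 library gave 0 to 5524, 1 to 4171 and 0 to 4955, with the highest counts from leaving out p0 replicate 1 or 2.

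Against p0, the Keniry2022 counts at p10 and p20 were 0 and 1 without a filter, 0 and 0 under the stricter filter, weights and voom, and 0 and 1 with the block. Without the intensity trend the count at p20 was 35. Leaving out 1 library gave 0 to 7395 and 0 to 7641. The Mulas2019 counts were 0 and 0 with weights, and leaving out 1 library gave 11 to 8250 at p10 and 1 to 8175 at p20. The highest of these came without p0 replicate 2. Between p10 and p20 within Keniry2022 there were 1 call without a filter, 40 with weights and 0 to 3 when 1 library was left out. Within Mulas2019 there were 1 with voom, 512 with weights and 0 to 287 when 1 library was left out. The interaction had 72 calls with weights. With 2 libraries in each group, weights by their construction lower both libraries of a pair alike, so they did not single out 1 of the p0 libraries. The cause of the other changes was not tested.

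With the same-number p0 library as the reference, the difference in similarity was 0.0141 (exact p 0.486), and 0.0155 (exact p 0.457) with the numbers of the p20 Keniry2022 group exchanged. In both tests the 2 references lie at different levels. The other 14 alternatives for this result kept direction and threshold.

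For gene sets, camera with an estimated correlation called 0 of 18. Medians do not change in that test (cytosolic ribosomal proteins 0.162, mitochondrial ribosomal proteins 0.263, oxidative phosphorylation 0.19, proteasome 0.273, RNA polymerases 0.19, ribosome biogenesis 0.206, tri-snRNP 0.15), and the adjusted p of these 7 sets lay between 0.0918 and 0.287, since a larger correlation widens the error of a set. Under quantile normalisation cytosolic ribosomal proteins (0.061), tri-snRNP proteins (0.072) and naive pluripotency genes were not called. The rest of these 7 sets stayed called, each with a smaller median. These medians were 0.205 for mitochondrial ribosomal proteins, 0.073 for oxidative phosphorylation and 0.153 for the proteasome. For RNA polymerases the median was 0.15, and for ribosome biogenesis 0.114. Under the correction for length and GC cytosolic ribosomal proteins (0.127), naive pluripotency genes (0.103, no smaller than the 0.095 before it) and basement membrane genes (-0.084) were not called. The cause was not tested.

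Esrrb was reversed under quantile normalisation (-0.098). The ERK set was reversed under the stricter filter, with fewer genes tested. There camera turned, while the median fell from 0.136 to 0.069 and stayed positive. The WNT set was reversed under the correction for length and GC (0.05) and under the exact permutation of set means (0.02). It was also reversed without p10 Keniry2022 replicate 1, where camera turned at a median of -0.048 (range when 1 library was left out, -0.116 to -0.048). The cause was not tested. None of these sets was called in the main test.

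The replicate block left 5749 calls in the pooled comparison. Under it the 6 genes named for Keniry2022 at p20 against p0 lost their calls, as Apcdd1 did with the block as a random effect, and beyond these, the counts and the similarity above, the block changed no other call. With the numbers of the p20 Keniry2022 group exchanged there were 5780 calls in the pooled comparison, 156 at p20, and 0 and 0 for Keniry2022 against p0.

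Depth limits features with few reads. With 24053996 to 30236823 reads per library, the filter left 11654 of 25965 features in the pooled comparison.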

Other observations

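Both tests of the Y-linked reads, the depth test of the p0 pair, the correction for exon length and GC, the exact permutation test of set means and the test of divergence with passage were chosen only after the results were seen, and the splits of the libraries were set out beforehand.

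In the p20 Keniry2022 group the Y-linked reads went against the replicate numbers, with 6659 reads in the library labelled replicate 1 and 48 in the library labelled replicate 2. Autosomal genes were used to ask whether the rest of the transcriptome did the same. In the other 4 groups, 5 autosomal genes differed between the replicates by a log2 of more than 0.5 in the same direction, and 0% of them kept that direction in the p20 Keniry2022 group. When each of the other groups was left out of the rule and tested in the same way, 43.8% to 100% kept it. At a lower threshold of 0.3, 19% of 21 genes kept it, against 57.7% to 83.3% in the other groups. The 5 genes were Ccdc141, Gm9008, Sorl1, Phldb1 and Nnmt. Gm9008, singled out after its values were seen as the one with the largest difference, had 43 to 60 reads in the replicate 2 libraries of the other groups and at most 1 in the replicate 1 libraries. In the p20 Keniry2022 group it had 64 reads in the library labelled replicate 1 and 0 in the library labelled replicate 2, which allows up to 3. A loss of the Y chromosome in one culture with a spread of Y-bearing cells in the other would have left an autosomal gene with its number, so the 0 reads of Gm9008 argue against the Y chromosome alone having been lost and spread. The values are consistent with the numbers of the 2 libraries having been exchanged at some step, with 0% of the genes keeping their direction. The study saw by DNA sequencing that one line had lost the Y chromosome while it was being derived, before the cultures began. That accounts for low Y-linked reads in one line and not for the opposite order in this group. The RNA libraries alone do not settle whether the exchange happened in culture, in the library or in the labels. The DNA sequencing of the same lines bears on this question and was not analysed here. The pooled comparison uses no replicate number, and both libraries carry the same method and passage, so such an exchange would leave its counts as they are.

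Gm9008 (chromosome 6) shares 75.3% of its words of 31 bases with Rnf26 (chromosome 9, 44066327-44113517), and Sorl1, Phldb1 and Nnmt lie on the same chromosome between 41964720 and 48605153. Reads counted for Gm9008 may thus come from Rnf26 transcripts with sequence differences in one line, and a candidate explanation of the 4 genes is a stretch of chromosome 9 that differs between the lines. Rnf26 itself had 545 to 741 reads in every library. This was not tested beyond the 0% of line genes above, and a sequence variant cannot be read from these values.

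The p0 libraries differed from each other more than any other replicate pair. Their log2 difference correlated across features with exon length (r = -0.466 with log2 length) and with GC content (r = 0.188). A correction for both brought the SD of that difference from 0.608 to 0.5175, against at most 0.261 in the other pairs after the same correction. Length and GC bias therefore accounts for part of the difference and not for most of it. A pair whose shallower library has a depth within 5% of that of p0 replicate 1 had an SD of 0.411 times that of the p0 pair, which argues against depth. RNA quality, cell state at harvest and line differences were not tested. Because the spread of the p0 pair enters the counts of calls against p0, the low counts for Keniry2022 against p0 do not show that these cells stayed as they were.

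The method difference in the pooled comparison also correlated across features with exon length (r = -0.215 with log2 length) and GC content (r = -0.185). After the correction, camera still called mitochondrial ribosomal proteins (adjusted p 1.68e-09), oxidative phosphorylation (0.000539), proteasome subunits (4.75e-07) and ribosome biogenesis factors (4.86e-12) as higher, which argues against this bias as the whole cause for these 4 sets. The medians of the first 3 nevertheless fell, from 0.263 to 0.19, from 0.19 to 0.118 and from 0.273 to 0.206, so part of their difference may go with length and GC, while that of ribosome biogenesis factors went from 0.206 to 0.209. Under quantile normalisation, however, the median of ribosome biogenesis factors was 0.114. For cytosolic ribosomal proteins the adjusted p became 0.0629, with the median moving from 0.162 to 0.127 and its interquartile range from 0.227 to 0.266. The median fell while the spread grew, and the bias and a difference in expression cannot be told apart for this set. Such a bias may come from RNA or library quality that differs between the methods, and library batches were not analysed here. Attachment and time between passages differ between the methods by design, and these and the growth rate, which the study measured as an outcome, stay open as biological explanations.

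Other splits of the 8 libraries into 4 and 4 were tried for the pooled comparison. Of 35 splits, 1 called as many features as the real one, which is the real one itself with 6000, and the highest of the others called 7. By the number of features called the real split thus stands alone, which is the most that 35 splits can show. The p10 and p20 libraries of a line are not independent, so chance is made unlikely by this and not excluded. By the number of sets called the real split does not stand alone. There 8 of the 35 splits called at least the 12 sets of the real split, and the highest of the others called 15. The 7 others are not free of the method difference, since each keeps 3 libraries of a method together (8 to 15 sets over the 16 such splits), while the 18 even splits called 0 to 9. The number of sets is therefore a blunt measure. In the exact permutation test of set means, 14 of 18 sets were called, each at an adjusted p of 0.0367.

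Mulas2019 libraries did not move further from p0 between p10 and p20 by a simple measure. Their correlation with p0 replicate 2 rose by 0.0010 in replicate 1 and by 0.0019 in replicate 2, a mean change of 0.0015, and it also rose in both against p0 replicate 1 (0.0028 and 0.0048). A rise is the opposite of what a divergence that builds up would give. With the numbers of the p20 group exchanged, however, the same change under Keniry2022 was -0.0032 in one line and 0.0017 in the other, so single libraries of a line can differ by more than 0.0015. With 2 lines, a divergence that builds up with passages and one that is complete by p10 cannot be told apart.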
